# Long noncoding RNA 01534 maintains cancer stemness by downregulating endoplasmic reticulum stress response in colorectal cancer

**DOI:** 10.1002/ags3.12649

**Published:** 2022-12-29

**Authors:** Momoko Ichihara, Hidekazu Takahashi, Naohiro Nishida, Cristina Ivan, Daisuke Okuzaki, Yuhki Yokoyama, Masahisa Ohtsuka, Norikatsu Miyoshi, Mamoru Uemura, Shinji Tanaka, George Adrian Calin, Masaki Mori, Yuichiro Doki, Hidetoshi Eguchi, Hirofumi Yamamoto

**Keywords:** cancer stemness, colorectal cancer, endoplasmic reticulum stress, LINC01534, long noncoding RNA

## Abstract

**Background:**

Studies have shown that cancer stemness and the endoplasmic reticulum (ER) stress response are inversely regulated in colorectal cancer (CRC), but the mechanism has not been fully clarified. Long noncoding RNAs (lncRNAs) play key roles in cancer progression and metastasis. In this study we investigated lncRNA 01534 (LINC01534) as a possible modulator between cancer stemness and ER stress response.

**Methods:**

In vitro experiments using CRC cell lines were performed to explore a possible role of LINC01534. The expression of LINC01534 in clinical CRC samples was assessed by quantitative reverse transcription‐polymerase chain reaction (qRT‐PCR) and in situ hybridization.

**Results:**

Silencing LINC01534 led to suppression of cell proliferation, invasiveness, and cell cycle progression at the G2‐M phase, and promoted apoptosis. Moreover, we found that silencing LINC01534 suppressed cancer stemness, while it activated the ER stress response, especially through the PERK/eIF2α signaling pathway. In situ hybridization revealed LINC01534 was expressed in tumor cells and upregulated in CRC tissues compared with normal epithelium. A survival survey indicated that high LINC01534 expression was significantly associated with shorter overall survival in 187 CRC patients.

**Conclusion:**

This is the first report on LINC01534 in human cancer. Our findings suggest that LINC01534 may be an important modulator of the maintenance of cancer stemness and suppression of the ER stress response, and that it could be a novel prognostic factor in CRC.

## 1 INTRODUCTION

The incidence of colorectal cancer (CRC) has increased over recent years, and CRC is one of the most common gastrointestinal cancers worldwide, with the third highest morbidity (10.2%) and the second highest mortality (9.2%) in 2018.^1^ Despite advances in therapeutic strategies—including surgical technology, radiotherapy, chemotherapy, and molecular‐targeted therapy—the 5‐y survival rate remains <65%; thus, the molecular basis of CRC must be further investigated.^2^, ^3^

Protein coding genes account for <2% of human genes, and the nonprotein‐coding portion of the human genome was long considered “junk DNA.”^4^, ^5^ However, noncoding RNAs (ncRNAs) are now the focus of increasing attention.^5^ Long noncoding RNAs (lncRNAs) are defined as transcripts of over 200 nucleotides, in contrast to the small ncRNA group, which includes microRNAs (miRNAs).^6^ LncRNAs have recently been found to play key roles in biological processes and pathological conditions related to cancer development.^7^, ^8^ LncRNAs regulate gene expression through many mechanisms, including acting as scaffolds for chromatin modifiers, microRNA sponges, transcriptional regulators, protein decoys, and enhancers.^4^, ^6^ Several lncRNAs, including HOTAIR and LUCRC, have been reported as prognostic factors in CRC.^4^, ^8^ These lncRNAs control tumor cell growth, migration, and invasion by affecting cell cycle progression and the epithelial–mesenchymal transition through altered signaling in multiple pathways including those of p53, AKT/mTOR, JAK/STAT, and NF‐kB.^4^, ^6^, ^9^ However, the functions of most lncRNAs remain unclear.^7^

A recent report demonstrated high expression of lncRNA 01534 (LINC01534) in the inflammatory disease osteoarthritis, and showed that LINC01534 promotes an inflammatory response through proinflammatory factors, such as TNF‐α and IL‐6.^10^ To date, however, we are not aware of any reports that describe LINC01534 in human cancer. We previously demonstrated that low proteasome activity cells (LPACs) that were visualized by ZsGreen fused to the carboxyl terminal degron of ornithine decarboxylase (ODC) can serve as a cancer stem cell (CSC) model in colon cancer cells.^11^ Using ODC degron‐transduced HCT116 cells as LPACs, we found by RNA sequencing that LINC01534 was one of the upregulated lncRNAs. Notably, RNA sequence analysis revealed that siRNA treatment for LINC01534 restored the endoplasmic reticulum (ER) stress response in CRC cells. This particularly drew our attention because several studies have reported that stemness and the ER stress response are inversely regulated in colonic epithelium and CRC cells.^12^, ^13^ The ER stress response is an adaptation to many stresses—including nutrient and lipid deprivation, hypoxia, and acidic extracellular pH—and its role in cancer remains largely unknown.^14^, ^15^, ^16^

In an effort to reveal a role of LINC01534 in CRC, we performed in vitro experiments including cancer stemness and the ER stress response and assessed its clinical significance in the survival of 187 CRC patients. Overall, the present study reveals many important aspects of LINC01534 in CRC in terms of its expression, function, and clinical relevance.

## 2 METHODS

### 2.1 Cell lines and culture conditions

The human CRC cell lines HCT116 and RKO were purchased from the American Type Culture Collection. Cells were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 100 U/ml penicillin/streptomycin. For glucose‐ or glutamine‐deprived cultures, DMEM/no glucose (Thermo Fisher Scientific) or DMEM/low glucose/pyruvate/no glutamine/no phenol red (Thermo Fisher Scientific) were used. Cultures were maintained at 37°C in a humid incubator with 5% CO_2_.

### 2.2 Retroviral transduction of the degron reporter

The degron sequence of ornithine decarboxylase (ODC) is recognized directly by proteasomes, leading to the destruction of the involved protein.^11^, ^17^ The retroviral expression vector pQCXIN‐ZsGreen‐cODC, containing the green fluorescent ZsGreen‐labeled ODC degron (Gdeg), was kindly provided by Dr Frank Pajonk (Jonsson Comprehensive Cancer Center, UCLA). LPACs express ZsGreen and could be detected by fluorescent microscopy or flow cytometry.

The plasmid was transfected into platinum retroviral packaging cells using Lipofectamine 2000 (Thermo Fisher Scientific). The retrovirus collected from the supernatant was used for infection. Stable transfectants were selected with G418 solution (Sigma‐Aldrich) and maintained in 0.1 mg/ml G418 solution.

### 2.3 Small interfering RNA and transfection

We purchased siLINC01534 from Thermo Fisher Scientific, and negative control siRNA from Gene Design (Osaka, Japan). The target sequences were as follows:

siLINC01534‐1: sense, 5′‐AUCGAGUGGUGGAAUAAAA[dT][dT]‐3′; antisense, 5′‐UUUUAUUCCACCACUCGAU[dT][dA]‐3′.

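The 19 bases of the sense strand of siLINC01534-1, ATCGAGTGGTGGAATAAAA in DNA letters, matched GRCh37 (hg19) exactly at 1 position. The site lies on the minus strand of chromosome 19 from 37177640 to 37177658. The GENCODE annotation lists LINC01534 there as ZNF567-DT, from 37173538 to 37178370 on the minus strand, next to ZNF567, which starts at 37178514 on the plus strand. The site is exonic in all 6 annotated transcripts, and it has no coding sequence or UTR because the gene is noncoding. In the transcripts whose exon 2 runs from 37177588 to 37177708, the site lies in that exon, and in the others it lies in a longer exon. With 20 nt of genome on each side, the site reads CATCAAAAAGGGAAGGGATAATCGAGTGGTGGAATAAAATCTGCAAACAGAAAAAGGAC on the strand of the transcript.

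**Figure D1:**
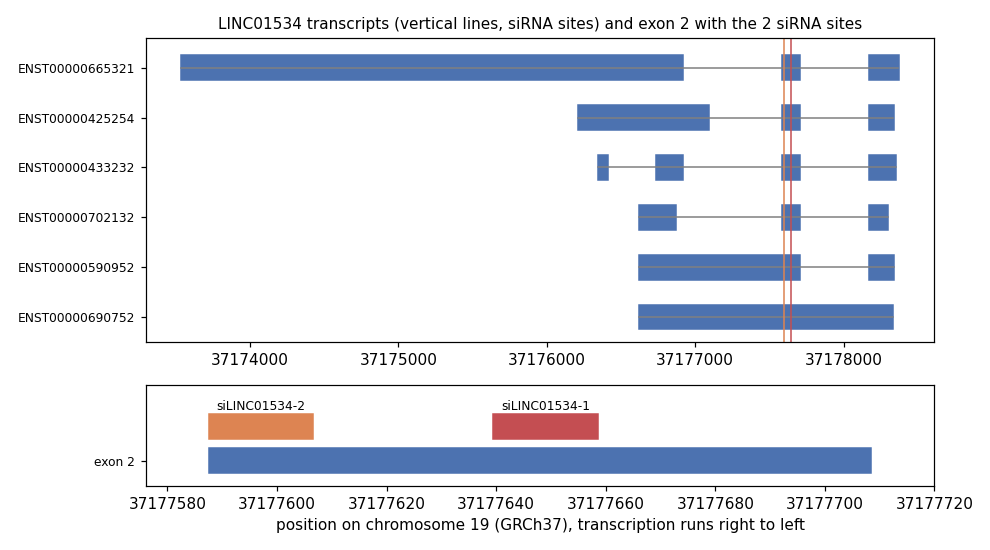
Annotated exons of LINC01534 (boxes) on chromosome 19 of GRCh37, in bases, with the siRNA sites as vertical lines (upper panel), and exon 2 with the 19-base sites of siLINC01534-1 and siLINC01534-2 to scale (lower panel). In the transcripts whose exon 2 runs from 37177588 to 37177708, both sites lie within it, and that of siLINC01534-2 ends at its edge, at 37177588. In the other transcripts, both sites lie within a longer exon.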

siLINC01534‐2: sense, 5′‐GAACGAGGCUUUUCGAGUU[dT][dT]‐3′; antisense, 5′‐AACUCGAAAAGCCUCGUUC[dC][dG]‐3′.

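The sense strand of siLINC01534-2, GAACGAGGCTTTTCGAGTT in DNA letters, also matched the genome exactly at 1 position, on the minus strand of chromosome 19 from 37177588 to 37177606. It is exonic in all 6 annotated transcripts. In the 4 transcripts in which exon 2 ends at 37177588, the last base of the site is the last base of the exon. The genome around the site reads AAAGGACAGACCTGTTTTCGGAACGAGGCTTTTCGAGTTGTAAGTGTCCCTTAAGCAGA on the strand of the transcript, so that in the 4 transcripts in which the exon ends there, the bases after the site belong to the intron.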

si negative control (NC): sense, AUCCGCGCGAUAGUACGUA, antisense, UACGUACUAUCGCGCGGAU.

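The sense strand of the negative control siRNA, ATCCGCGCGATAGTACGTA in DNA letters, had 0 exact matches on either strand of GRCh37.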

Transfection was performed using Lipofectamine RNAiMax (Thermo Fisher Scientific).

### 2.4 Cell proliferation assay

Cells were seeded at a density of 3000–5000/well in 96‐well plates, and cultured for 24–72 h. The viable cell number was counted using Cell Counting Kit‐8 (Dojindo Laboratories).

### 2.5 Cell cycle assay

Cells were starved for 48 h (HCT116 cells) or 72 h (RKO cells). Next, cells were transfected with negative control siRNA or siLINC01534. Cells were restimulated by changing the medium with 10% FBS after 24 h (HCT116 cells) or 6 h (RKO), and collected at the indicated timepoints. Cells were washed twice with phosphate‐buffered saline (PBS) and fixed in 70% ethanol at 4°C for 6 h. The fixed cells were incubated with RNase (Sigma‐Aldrich) for 10 min at 37°C, treated with propidium iodide (Sigma‐Aldrich) for 20 min at room temperature in the dark, and analyzed by flow cytometry using a BD FACS Canto Clinical Flow Cytometry System (BD Biosciences, Franklin Lakes, NJ, USA). The percentages of cells in different phases of the cell cycle were determined using the FlowJo computer program version 10.5.3 (BD Biosciences).

### 2.6 Invasion assay

Invasion assays were performed using polyethylene terephthalate membranes (8‐μm pore size) in a BioCoat Matrigel Invasion Chamber (Corning Inc.), as previously described.^18^ Briefly, a 0.5‐ml cell suspension (DMEM including 2 × 10^5^ cells/ml for HCT116 cells and 3 × 10^5^ cells/ml for RKO) was added to the upper well chamber. After removal of noninvading cells from the upper side of the membranes, the invading cells on the lower side were fixed and stained with Diff‐Quik (Sysmex) for counting.

### 2.7 Apoptosis assay

After 12 h of transfection with negative control siRNA or siLINC01534, apoptosis of CRC cells was measured using an Annexin V‐FITC Apoptosis Kit (BioVision), following the manufacturer's protocol. Cells were subsequently analyzed by flow cytometry using a BD FACS Canto Clinical Flow Cytometry System (BD Biosciences).

### 2.8 Quantitative reverse transcription‐polymerase chain reaction (qRT‐PCR)

TRIzol RNA Isolation Reagent (Thermo Fisher Scientific) was used to extract total RNA from the cells.^19^ cDNA was synthesized from 10 ng total RNA using the Rever Tra Ace qRT Master Mix (Toyobo Life Science). Quantitative PCR was performed in a Light Cycle 2.0 System (Roche Applied Science). The amplification conditions were as follows: initial denaturation at 95°C for 10 min, followed by 45 cycles of denaturation at 95°C for 10 s, annealing at 60°C for 10 s, and extension at 72°C for 10 sec, as previously described.^20^ Data were normalized to the expression of glyceraldehyde‐3‐phosphate dehydrogenase (GAPDH). The sequences of the primers are listed in Table S1.

### 2.9 Sphere formation assay

HCT116 cells were seeded in 96‐well ultralow attachment plates (Corning) at a density of 1000 cells/well. These cells were transfected with negative control siRNA or siLINC01534, and cultured in DMEM/F‐12 serum‐free medium supplemented with 20 ng/ml epithelial growth factor and 10 ng/ml fibroblast growth factor‐2 at 37°C. At 6 d after seeding, the number of spheres of diameter ≥150 μm was counted.

### 2.10 Chemosensitivity assay

HCT116 cells were seeded at a density of 4000 cells/well in 96‐well plates, cultured for 24 h, and then transfected with negative control siRNA or siLINC01534. After 24 h of transfection, cells were treated with 5‐fluorouracil (5‐FU) (Nacalai Tesque Inc.) for 48 or 96 h. The viable cell number was counted with a Cell Counting Kit‐8.

### 2.11 RNA sequencing

Total RNA was extracted from cells using the miRNeasy Mini Kit (Qiagen). The library was prepared with a TruSeq Stranded mRNA Sample Prep Kit (Illumina). The RNA samples were subjected to whole‐transcriptome sequencing using the Illumina HiSeq 2500 platform in 75‐base single‐end mode. Base calling was performed using Illumina Casava 1.8.2 software, and the sequenced reads were mapped to human reference genome sequences (hg19) using TopHat version 2.0.13, combined with Bowtie2 version 2.2.3 and SAMtools version 0.1.19. The fragments per kilobase of exon per million mapped fragments (FPKMs) were calculated using Cuffnorm version 2.2.1. 

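In the deposited FPKM of HCT116 cells, 339 of the 12203 genes with a mean FPKM of at least 1 differed more than 2-fold between the mean of the 4 siLINC01534 libraries and the mean of the 2 parent libraries. Of these, 255 were higher and 84 were lower in the siLINC01534 libraries. The libraries are named by their labels, as LINC01534 itself was not lower in those labelled siLINC01534-2. That rests on 4 reads, against 3 in the parent libraries, too few to size a change. Only 170 genes passed 2-fold with each of the siRNAs in the same direction, 119 higher and 51 lower. Short RNA genes, such as microRNA and small nucleolar RNA genes, made up 143 of the 339 genes. These genes can reach a high FPKM on a single read, and 196 genes past 2-fold were left without them, 173 higher and 23 lower. Without the filter on low values, 3394 genes passed 2-fold, the alternative that moved the count most.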

By comparison with triplicate cultures, we identified a series of genes that were enhanced (>2.0‐fold) or reduced (<2.0‐fold) for further gene expression analysis. The raw data from this study were submitted under Gene Expression Omnibus (GEO) accession number GSE179624 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179624, enter ilktygmgdpglxex into the box). GSEA version 3.0 was used to identify gene sets that were significantly altered by the addition of siLINC01534 from the Gene Ontology database. Gene sets were considered activated if the false discovery rate (FDR) q‐value was less than 0.05.

### 2.12 Western blot analysis

Whole cells were lysed in RIPA buffer (Thermo Fisher Scientific) including a phosphatase and protease inhibitor cocktail (Thermo Fisher Scientific). Lysates were separated by electrophoresis, incubated with primary antibody overnight at 4°C, and then incubated for 1 h at room temperature with antirabbit immunoglobulin (Ig) G horseradish peroxidase‐linked antibody or with antimouse IgG horseradish peroxidase‐linked antibody. They were then transferred to polyvinylidene difluoride (PVDF) membranes. The antigen–antibody complex was detected using Amersham Enhanced Chemiluminescence Prime Western Blotting Detection Reagent (GE Healthcare Biosciences) with an Image Quant LAS4000 (Fujifilm). The primary antibodies are listed in Table S2.

### 2.13 RNAscope in situ hybridization (ISH) assay

RNAscope ISH assays were performed using an RNAscope 2.0 High‐definition Assay Kit (Advanced Cell Diagnostics). In tissue sections, the LINC01534 expression levels were scored based on the number of dots or clusters derived from RNA molecules in the cells, as follows; Score 0: 0 dot/cell; score 1: 1–3 dots/cell; score 2: 4–9 dots/cell, occasional cluster formation present; and score 3: ≥10 dots/cell, frequent cluster formation present.

### 2.14 Clinical samples

A total of 187 CRC clinical samples were collected from patients who underwent surgery between June 2003 and September 2005 at Osaka University Hospital and its related hospitals. Seven patients had received neoadjuvant chemotherapy and/or radiation due to distant metastases. All specimens were immediately frozen and stored at −80°C until RNA extraction. LINC01534 expression in the CRC tissue sample was measured by qRT‐PCR and GAPDH RNA expression was used for normalization. The Union for International Cancer Control classification was used for patient staging. The mean follow‐up time of patients was 59.7 mo for overall survival (OS). Written informed consent was obtained from all patients, and the study protocol was in accordance with the Declaration of Helsinki, the Japanese Ethical Guidelines for Human Genome/Gene Analysis Research, and the Ethical Guidelines for Medical and Health Research Involving Human Subjects in Osaka University (Permission No. #15144).

We also obtained gene expression and clinical data from The Cancer Genome Atlas Project (TCGA; http://tcga‐data.nci.nih.gov/) for colon cancer patients containing a total of 367 clinical samples.

### 2.15 Statistical analysis

Statistical analyses were performed using Student's *t*‐test, the chi‐square test, or Fisher's exact test for categorical data, and the Mann–Whitney *U*‐test for nonparametric data. Correlations were assessed by calculating the Pearson's correlation coefficient. *p* < 0.05 was considered statistically significant. Patient survival was examined with the Kaplan–Meier method, and the log‐rank test was used to determine significance. Data are shown as the mean ± SD of the indicated number of experiments. Statistical analyses were performed using JMP Pro 15.0 (SAS Institute Inc.).

## 3 RESULTS

### 3.1 LINC01534 expression was upregulated in LPACs

Our comprehensive transcriptome analysis by lncRNA sequencing comparing LPACs and non‐LPACs in HCT116 cells identified 34 lncRNAs that were upregulated (>2.0‐fold) in LPACs (Figure S1A). The TCGA dataset indicated that high expression of LINC01534 (*n* = 235) was significantly associated with shorter OS when compared with low LINC01534 expression (*n* = 132) (*p =* 0.0213; Figure S1B).

### 3.2 Silencing of LINC01534 inhibited cell proliferation

QRT‐PCR indicated that the CRC cell lines HCT116 and RKO expressed relatively high levels of LINC01534 (Figure S2). We confirmed that siLINC01534‐1 and siLINC01534‐2 reduced LINC01534 expression by >85% compared with the level in cells treated with the negative control siRNA (Figure 1A). Compared with negative control siRNA treatment, silencing of LINC01534 significantly suppressed proliferation of the HCT116 and RKO cell lines (*p <* 0.05, Figure 1B).

**FIGURE 1:**
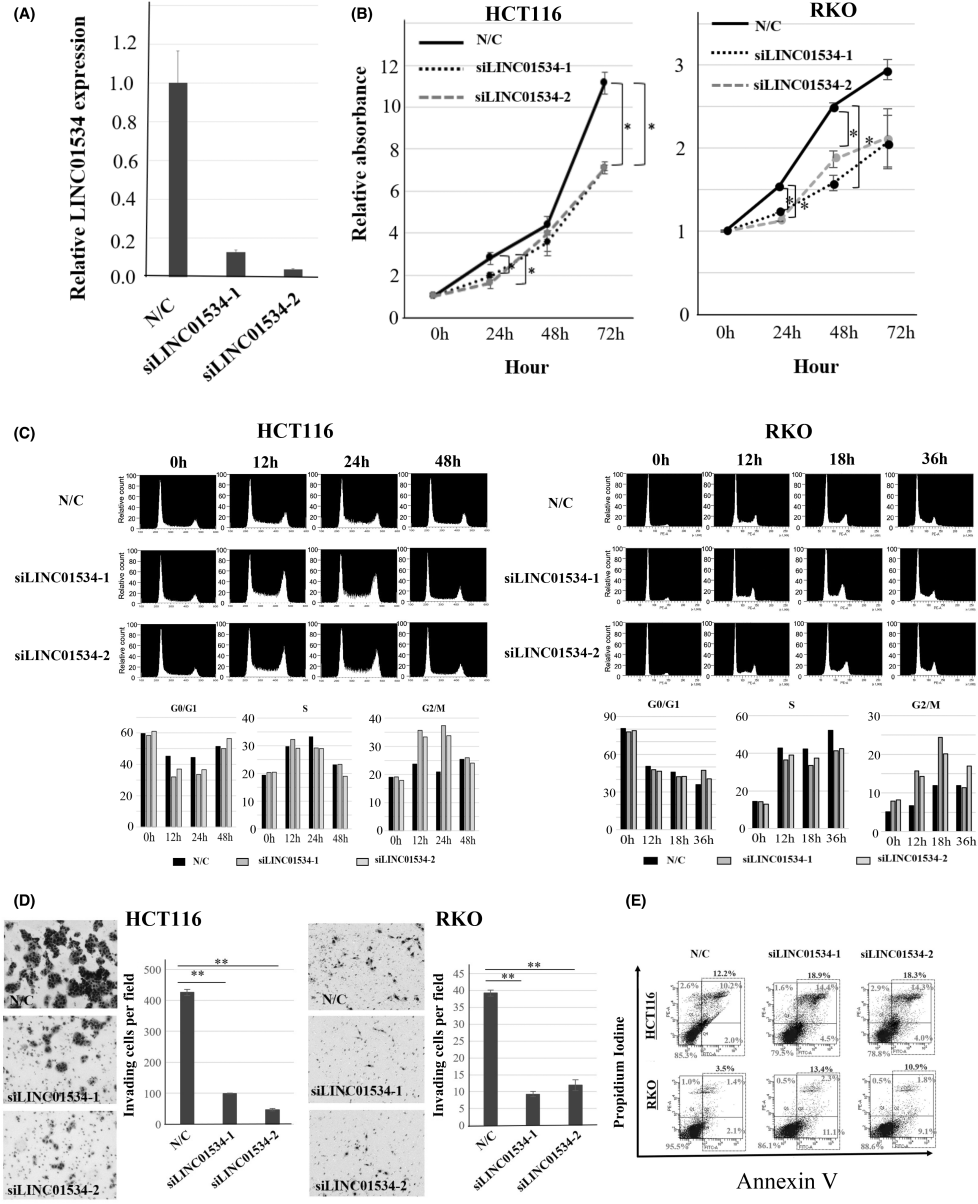
Effects of LINC01534 silencing on the proliferation, cell cycle progression, invasiveness, and apoptosis of colon cancer cells. (A) LINC01534 expression in the HCT116 cells transfected with negative control siRNA, siLINC01534‐1, and siLINC01534‐2. (B) Proliferation assay showing that siRNAs that silence LINC01534 significantly reduced proliferation compared with the negative control siRNA. *p < 0.05. Data presented as mean ± SD. (C) Cell cycle analysis by flow cytometry after resupplementation with FBS in control cells and LINC01534‐silenced cells. SiLINC01534 treatment induced G2‐M arrest in HCT116 and RKO cells. Relative count is shown in the y‐axis; the maximum value of y‐axis was considered 100. (D) Invasion assay. Cells passing through the upper chamber were stained with Diff‐Quik. SiLINC01534 treatment significantly inhibited the invasiveness of HCT116 and RKO cells. **p < 0.001. Data presented as mean ± SD. (E) Apoptosis assays. HCT116 (upper) and RKO (lower) cell lines were transfected with the indicated siRNAs. SiLINC01534 treatment increased apoptosis. The percentage of early apoptotic cells is shown in the lower‐right field and the percentage of late apoptotic cells is shown in the upper‐right field. The total percentage of apoptotic cells is shown on the top

### 3.3 Silencing of LINC01534 causes cell cycle arrest at the G2‐M transition

Compared with the negative control group, LINC01534‐silenced HCT116 cells exhibited a higher percentage of cells in G2‐M phase at 12 and 24 h after restimulation with 10% FBS. LINC01534‐silenced RKO cells also exhibited a higher percentage in G2‐M phase at 12 and 18 h (Figure 1C). Western blot analysis revealed that silencing LINC01534 led to decreased expressions of several G2‐M accelerators, including cdc25B, cdc25C, and cdc2 in HCT116 cells (Figure S3).

### 3.4 Silencing of LINC01534 inhibits invasive capability and induces apoptosis

Silencing LINC01534 markedly reduced the invasiveness of HCT116 and RKO cells (*p <* 0.001; Figure 1D). The annexin V assay showed an increase in apoptosis in both cell lines (Figure 1E).

### 3.5 Silencing LINC01534 suppresses cancer stemness

We then examined cancer stemness by silencing LINC01534 in HCT116 cells, which reportedly retain cancer stem‐cell properties.^21^, ^22^, ^23^ Silencing LINC01534 significantly suppressed stem cell markers, including DCLK1, LGR5, CD133, BMI, and CD44v9, and increased the epithelial differentiation marker, CDX2 (*p < 0.05, **p < 0.001, Figure 2A,B). Sphere formation assays showed that the number of spheroids was significantly decreased by silencing LINC01534 (*p < 0.05, **p < 0.001, Figure 2C). We then examined the effects of silencing LINC01534 on the sensitivity of chemotherapy. After 48 h of treatment with 5‐FU at concentrations of 2 and 4 μM (around the IC50^24^, ^25^), LINC01534‐silenced HCT116 cells had significantly higher sensitivity to 5‐FU than did the control cells (*p < 0.05, **p < 0.001, Figure 2D). When the cells were treated with 5‐FU at lower concentrations (0.25, 0.5, 1.0 μM) for 96 h, siLINC01534 treatment led to increased chemosensitivity at each concentration (*p < 0.05. **p < 0.001, Figure S4).

**FIGURE 2:**
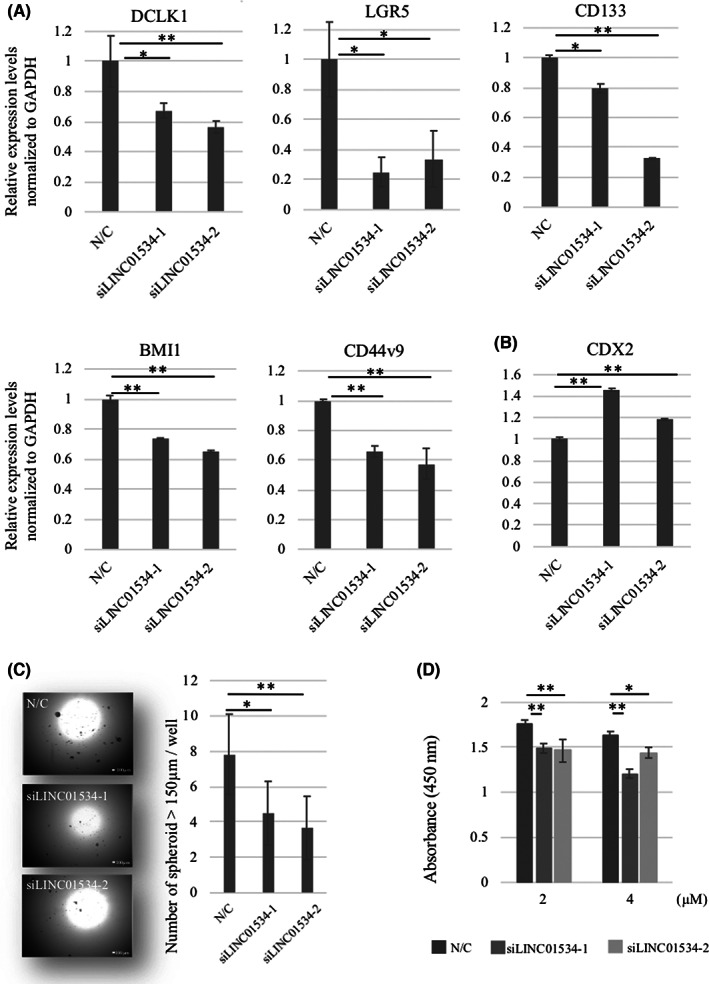
SiLINC01534 treatment suppressed cancer stemness in HCT116 cells. (A) qRT‐PCR showed that transfection with siLINC01534 significantly suppressed the expression of stem cell markers including DCLK1, LGR5, CD133, BMI1, and CD44v9. *p < 0.05. **p < 0.001. Data presented as mean ± SD. (B) qRT‐PCR showed that transfection with siLINC01534 significantly increased the expression of the epithelial differentiation marker, CDX2. **p < 0.001. Data presented as mean ± SD. (C) Sphere formation assays revealed that siLIN01534 transfection significantly decreased the number of spheres (≥150 μm) on d 6. *p < 0.05. **p < 0.001. Data presented as mean ± SD. Scale bar, 100 μm. (D) Sensitivities to 5‐FU in the cells transfected with negative controls siRNA and siLINC01534. Cell viability was measured by CCK‐8 assay after 48 h with 5‐FU treatment. The LINC01534‐silenced cells had higher sensitivity to 5‐FU than the negative control cells. *p < 0.05. **p < 0.001. Data presented as mean ± SD

### 3.6 Silencing of LINC01534 activates the endoplasmic reticulum (ER) stress response

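Poly(A)-selected, strand-specific RNA-seq libraries of HCT116 cells, a human colorectal cancer cell line, were analysed in 3 groups of 2 libraries. The groups were the parent cells, cells given siLINC01534-1 and cells given siLINC01534-2. The labels of the libraries give 2 cultures per group, while the paper's methods give 3 cultures. The parent cells were the control, and libraries of cells given the negative control siRNA were not analysed here. The authors sequenced 75-nt single-end reads, mapped them to hg19 with TopHat and deposited FPKM from Cuffnorm for 26255 gene symbols, so that the read counts themselves were not used here. The low values of a gene were whole multiples of 1 step, as whole reads give, for 82.1% of the 5004 genes with the lowest values. From these steps and from transcript lengths, the depth was estimated at about 10100000 and 10000000 reads for the parent libraries. The estimates were 8870000 and 10100000 reads for siLINC01534-1 and 8690000 and 10400000 reads for siLINC01534-2. Between 16513 and 16903 genes had an FPKM above 0 in a library. One microRNA gene, MIR6723, held from 47.1% to 54.7% of the summed FPKM of a library, so the sums are not a measure of depth.
The targeted RNA was examined first. The FPKM of LINC01534 was 0.285 and 0.571 in the parent libraries. It was listed at 0 and at 0.283 with siLINC01534-1, and at 0.660 and 0.551 with siLINC01534-2. These values correspond to 1 and 2 reads, 0 and 1 read, and 2 and 2 reads, respectively. LINC01534 was thus not lower in the libraries labelled siLINC01534-2 than in the parent libraries. These reads are too few to detect a difference for siLINC01534-1 and too few to size one for siLINC01534-2. The groups are therefore named by their labels, and siLINC01534-1 and siLINC01534-2 stand for the libraries with these labels.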

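Differences were tested with limma on log2(FPKM + 1), over all 6 libraries, for the 12203 genes with a mean FPKM of at least 1. The pseudocount of 1 understates the change of genes with low FPKM. With a Benjamini-Hochberg adjusted p-value under 0.05 as the threshold, 4541 genes differed between the mean of both siRNAs and parent, 2083 higher and 2458 lower. Their median absolute log2 fold change was 0.30. Against parent, 5654 genes changed with siLINC01534-1 (2662 higher, 2992 lower) and 2788 with siLINC01534-2 (1351 higher, 1437 lower). Both siRNAs changed 1649 genes in the same direction and 259 in opposite directions. The siRNAs also differed from each other in 5096 genes. When the 4 siLINC01534 libraries were taken as 1 group, so that the difference between the siRNAs counted as error, 361 genes were past the threshold, 261 higher and 100 lower, and all 361 were among the 4541. The libraries are numbered 1 and 2 in each group. Deviations from the group means of same-numbered libraries had correlations across genes of 0.11 (parent with siLINC01534-1), 0.03 (parent with siLINC01534-2) and -0.05 (siLINC01534-1 with siLINC01534-2). With the replicate number as a block, 3892 genes differed between the mean of both siRNAs and parent, 5114 changed with siLINC01534-1, 1993 with siLINC01534-2, and 4438 differed between the siRNAs.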

To explore the molecular basis of the effects of silencing LINC01534 in CRC cells, we performed RNA sequencing. Gene ontology analysis indicated that silencing LINC01534 led to the enrichment of multiple gene sets associated with the ER stress response (Figure S5A). 

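Gene ontology sets were not used here. Instead, hand-written lists of genes assigned to each branch of the ER stress response were tested with camera in limma. The lists do not hold the genes that encode the sensors PERK, IRE1α and ATF6α. Whether the genes of a list answer to its branch alone was not tested, so its median does not measure that branch by itself. The adjusted p-values are Benjamini-Hochberg values over the 9 lists tested. camera was run with its default inter-gene correlation, which was not estimated from these libraries. If the genes of a list move together more than that, the p-values are too small. Of the 56 genes with a mean FPKM of at least 1 in all ER stress lists together, 51 were higher and 5 were lower for the mean of both siRNAs, 47 were higher with each siRNA, and the median log2 fold change was 0.45 (adjusted p = 4.3e-19). At a gene-level adjusted p under 0.05, 47 were higher and 2 were lower; adjusted over the genes of the lists alone, 50 changed. The median log2 fold change of the PERK/ATF4 list was 0.82 over 22 genes (adjusted p = 6.9e-11), that of the IRE1/XBP1 list 0.36 over 18 genes (adjusted p = 1.52e-07), and that of the ATF6/chaperone list 0.44 over 16 genes (adjusted p = 2.21e-09). Each of these medians was above 100% of 10000 random lists matched on mean expression. The random lists do not keep any tendency of a list's genes to move together. With the replicate number as a block the medians did not move, since the design is balanced, and the adjusted p-value of all ER stress lists together was 3.7e-18. The alternative that moved this median most was siLINC01534-1 alone, at 0.59, against 0.45 with siLINC01534-2 alone. Without the genes named in the paper, the lists together had a median of 0.44. The libraries are named by their labels, as LINC01534 itself was not lower in those labelled siLINC01534-2. That rests on 4 reads, against 3 in the parent libraries, too few to size a change.

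**Figure D2:**
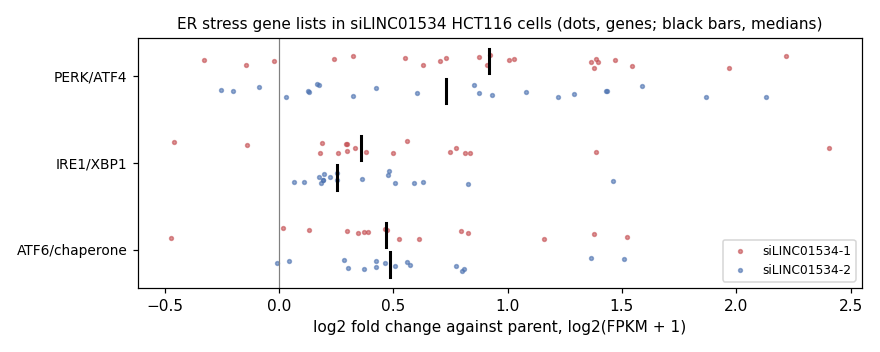
Log2 fold change against parent, on the log2(FPKM + 1) scale, of each gene (dots) of the 3 ER stress lists with siLINC01534-1 and siLINC01534-2, with the median of each list as a black bar. The medians with both siRNAs are above 0 in all 3 lists.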

Among three ER stress sensors (PERK, IRE1α, and ATF6α), expression of PERK and the molecules acting at downstream pathway was upregulated (Figure S5B). Thus, LINC01534‐silenced HCT116 cells exhibited increased RNA expression of the chaperone binding‐immunoglobulin protein (BiP) (encoded by HSPA5) (2.87‐fold), PERK (1.94‐fold), ATF4 (1.36‐fold), and CCAAT/enhancer‐binding protein homologous protein (CHOP) (4.31‐fold) as compared with the parent cells (Figure S5B). 

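PERK is encoded by EIF2AK3 (chromosome 2 of GRCh37, 88856259 to 88991036, minus strand), IRE1α by ERN1 (chromosome 17, 62116440 to 62208179, minus strand) and ATF6α by ATF6 (chromosome 1, 161736088 to 161947364, plus strand). EIF2AK3 had a log2 fold change of 0.83 (standard error 0.083, adjusted p = 0.0016 from limma), and all 4 siLINC01534 libraries were above both parent libraries. ATF6 was higher by 0.22 (standard error 0.041, adjusted p = 0.010). Its change passed the threshold with siLINC01534-1 but not with siLINC01534-2, for which it was 0.16 (adjusted p = 0.061), and the siRNAs did not differ (adjusted p = 0.081). ERN1 did not pass the threshold, with a log2 fold change of 0.11 (standard error 0.14, adjusted p = 0.58). With each library left out in turn, the log2 fold change of ERN1 ranged from 0.018 to 0.20. Its FPKM was 3.48 and 3.18 in parent, 2.66 and 3.73 with siLINC01534-1, and 3.71 and 4.86 with siLINC01534-2, so that the siLINC01534-1 libraries lay on either side of the parent libraries. With the replicate number as a block, the adjusted p-values were 0.0032 for EIF2AK3, 0.026 for ATF6 and 0.53 for ERN1. The libraries are named by their labels, as LINC01534 itself was not lower in those labelled siLINC01534-2. That rests on 4 reads, against 3 in the parent libraries, too few to size a change.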

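HSPA5 (chromosome 9 of GRCh37, 127997132 to 128003661, minus strand) had an FPKM of 254 ± 1.01 (SD, n = 2) in parent, 732 ± 11.6 (SD, n = 2) with siLINC01534-1 and 726 ± 43.7 (SD, n = 2) with siLINC01534-2. The ratio of the mean of the 4 siLINC01534 libraries to the mean of the parent libraries was 2.87 (adjusted p = 5.3e-05 from limma on the log2 scale). EIF2AK3, which encodes PERK, had an FPKM of 4.76 ± 0.0058 (SD, n = 2) in parent, 9.67 ± 0.809 (SD, n = 2) with siLINC01534-1 and 8.86 ± 1.07 (SD, n = 2) with siLINC01534-2, a ratio of 1.95. ATF4 (chromosome 22, 39915700 to 39918688, plus strand) had an FPKM of 349.9 ± 0.187 (SD, n = 2) in parent, 571 ± 4.57 (SD, n = 2) with siLINC01534-1 and 382 ± 5.11 (SD, n = 2) with siLINC01534-2, a ratio of 1.36 (adjusted p = 4.3e-04). The ratio for ATF4 was 1.63 with siLINC01534-1 and 1.09 with siLINC01534-2, and the siRNAs differed (log2 difference 0.58, adjusted p = 2.1e-04). DDIT3, which encodes CHOP (chromosome 12, 57910371 to 57915520, minus strand), had an FPKM of 18.5 ± 1.38 (SD, n = 2) in parent, 75.1 ± 2.22 (SD, n = 2) with siLINC01534-1 and 84.3 ± 8.31 (SD, n = 2) with siLINC01534-2, a ratio of 4.31 (adjusted p = 1.1e-04). For HSPA5, EIF2AK3 and DDIT3, the siRNAs did not differ by the same test. For each of the 4 genes, all 4 siLINC01534 libraries were above both parent libraries (exact permutation test, one-sided p = 0.0667, the smallest p that 4 libraries against 2 allow). The same test cannot reach 0.05. The replicate number as a block cannot move these ratios; with it, the adjusted p-values from limma were 5.4e-04 for HSPA5, 0.0032 for EIF2AK3, 0.0028 for ATF4 and 5.5e-04 for DDIT3. These values compare libraries by their labels, as LINC01534 itself was not lower in those labelled siLINC01534-2, on 4 reads against 3 in parent. So few reads cannot size a change. The paper states that PERK and molecules downstream of it were upregulated, gives the increases against the parent cells, and calls the data preliminary before it turns to phosphorylation of eIF2α.

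**Figure D3:**
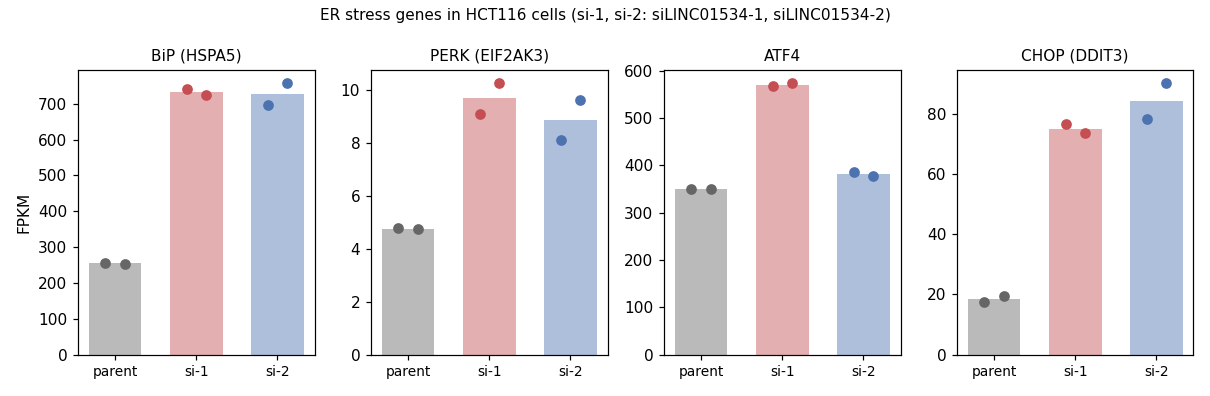
FPKM of HSPA5, EIF2AK3, ATF4 and DDIT3 in each library (dots) of parent, siLINC01534-1 and siLINC01534-2 HCT116 cells, with the mean of the 2 libraries as a bar. ATF4 is lower with siLINC01534-2 (382) than with siLINC01534-1 (571), while the other genes are near the same level with both.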

To confirm these preliminary data, we used western blot analysis to examine phosphorylation of eIF2α, which is a hallmark of PERK pathway activation. Compared with the negative control siRNA treatment, silencing LINC01534 in HCT116 cells resulted in upregulation of phosphorylated eIF2α, as well as PERK and ATF4, 9 h after transfection (Figure 3A). In RKO cells, a marked increase in phosphorylated eIF2α as well as PERK and ATF4 was found by siLINC01534 treatment at the later timepoint of 24 h (Figure 3B). In glucose‐ or glutamine‐deprived cultures of both CRC cell lines, LINC01534 silencing resulted in more pronounced upregulation of the PERK/eIF2α signaling pathway‐related molecules, PERK, HSPA5, ATF4, and phosphorylated eIF2α (Figure 3A,B).

**FIGURE 3:**
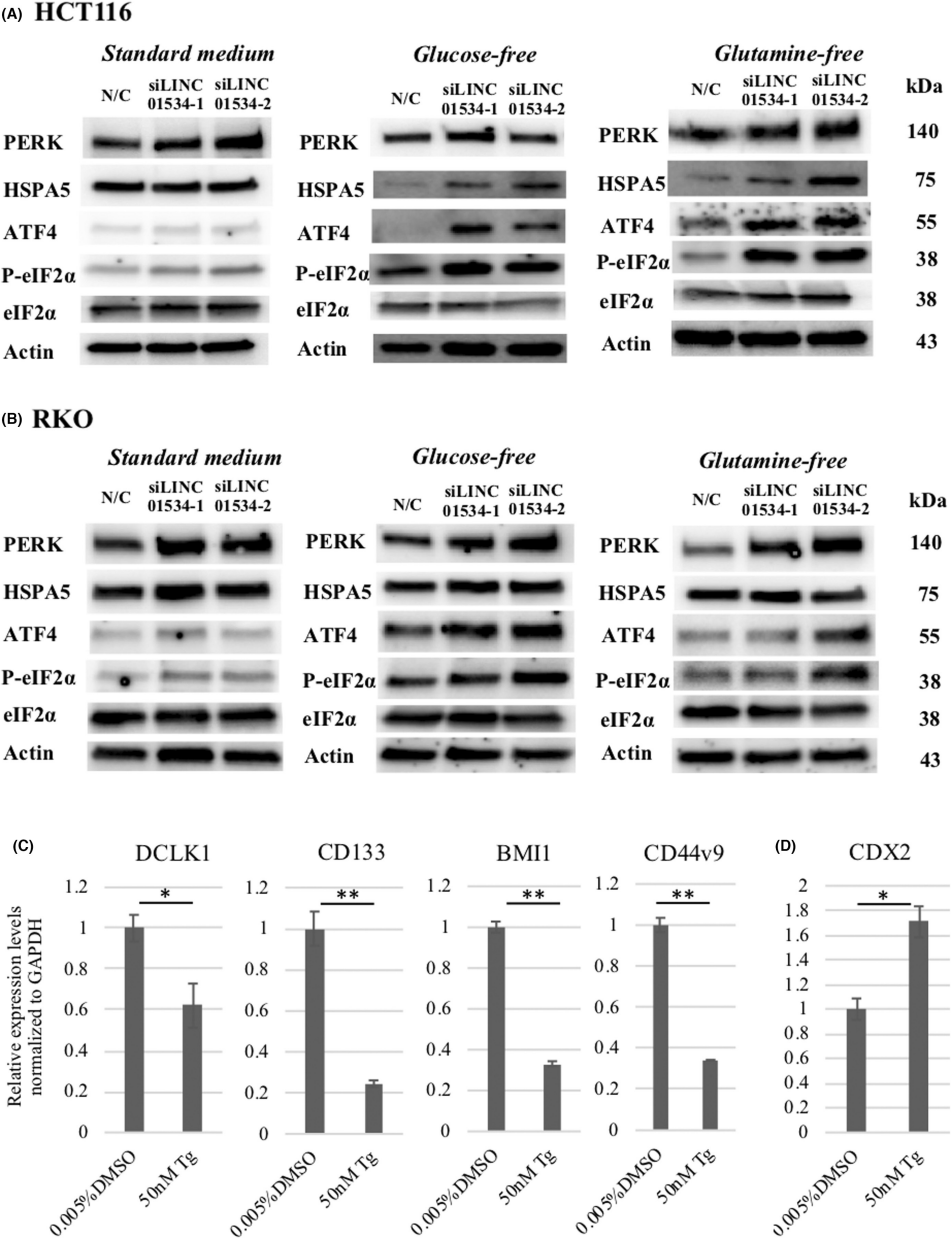
SiLINC01534 treatment activated the unfolded protein response in the PERK/p‐eIF2α signaling pathway under standard or glucose‐ or glutamine‐deprived conditions. (A) Expression of the proteins PERK, HSPA5, ATF4, P‐eIF2α, eIF2α, and actin was examined by western blot analysis 9 h after transfection with negative controls siRNA, siLINC01534‐1, or siLINC01534‐2, in HCT116 cells. (B) Expression of the proteins PERK, HSPA5, ATF4, P‐eIF2α, eIF2α, and actin was examined by western blot analysis 24 h after transfection with the negative controls, siLINC01534‐1, or siLINC01534‐2 in RKO cells. Western blot analysis showed that silencing LINC01534 upregulated molecules involved in the PERK pathway, represented by phosphorylated eIF2α. In glucose‐ or glutamine‐deprived conditions the activation was more evident. The β‐actin bands served as a loading control. (C) qRT‐PCR showed that treatment with a UPR inducer, thapsigargin (Tg), significantly suppressed the expression of stem cell markers including DCLK1, CD133, BMI1, and CD44v9. *p < 0.05. **p < 0.001. Data presented as mean ± SD. (D) qRT‐PCR showed that treatment with Tg significantly increased the expression of the epithelial differentiation marker, CDX2. *p < 0.05. Data presented as mean ± SD

Treatment with the unfolded protein response (UPR) inducer thapsigargin resulted in significant repression of stem cell markers including DCLK1, CD133, BMI1, and CD44v9, and led to a significant increase of the epithelial differentiation marker, CDX2 in HCT116 cells (*p < 0.05, **p < 0.001, Figure 3C,D), indicating that ER stress response suppresses cancer stemness.

### 3.7 Localization of LINC01534 in colonic normal mucosa and tumor tissue

In situ hybridization for LINC01534 was performed using RNAscope in 12 paired normal and CRC tumor tissue samples. LINC01534 was not detected in normal colonic epithelium (Figure 4A). LINC01534 expression was detected in tumor tissues, and was localized in epithelial tumor cells but not at the tumor stroma (Figure 4B,C). When the LINC01534 expression level in CRC tissue was classified into four levels (scores 0–3), as described in METHODS, five CRC tissue samples were classified as score 1, and seven samples as score 2. By contrast, normal tissue samples were all classified as score 0.

**FIGURE 4:**
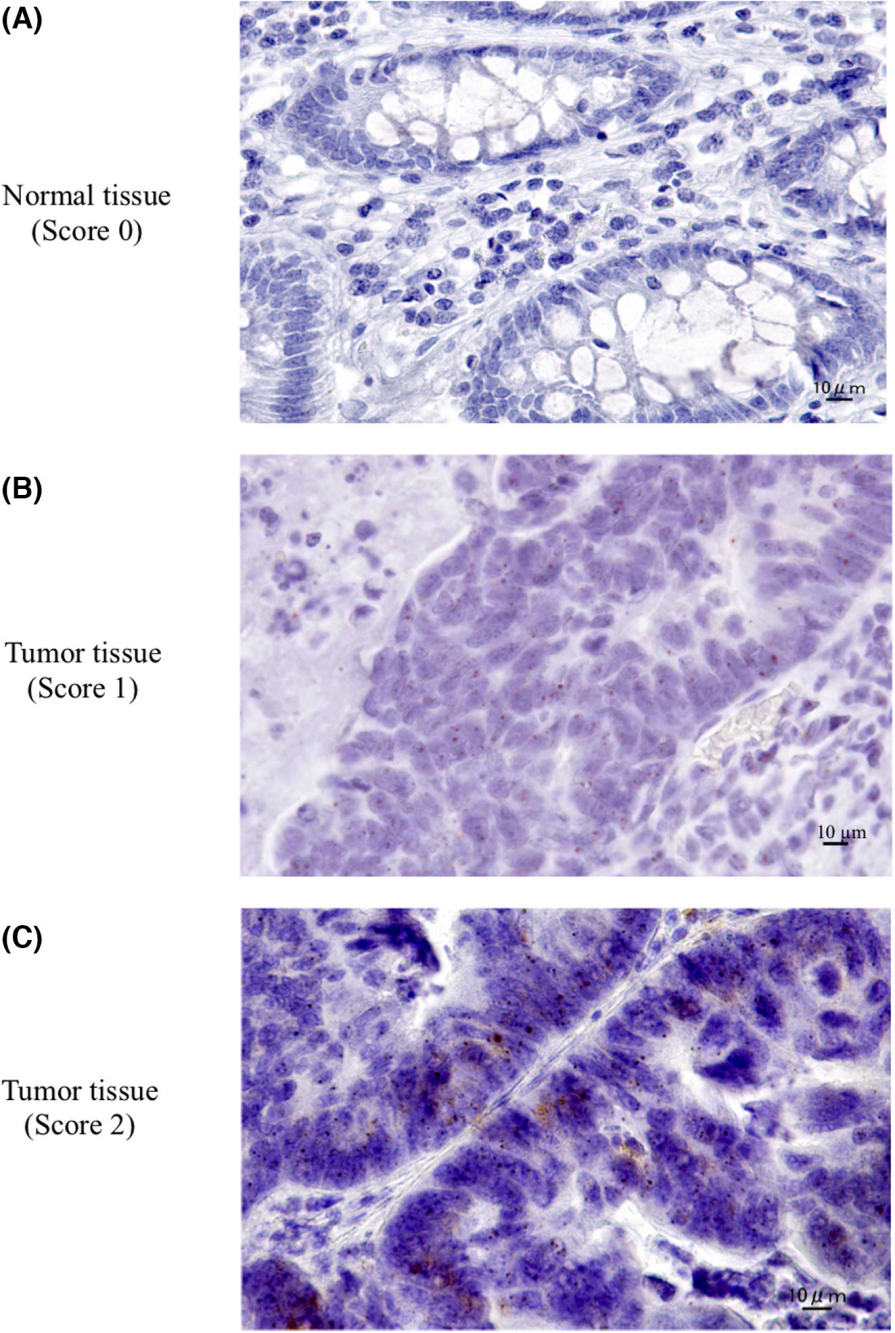
In situ hybridization using RNAscope in normal epithelium and CRC tissues. (A) In normal mucosa, LINC01534 expression was generally not detected (score 0). (B) In a tumor tissue, LINC01534 expression was noted mainly in tumor cells. The LINC01534 signal was 1–3 dots/cell (score 1). (C) In another tumor tissue, increased expression of LINC01534 was found mainly in tumor cells. The LINC01534 signal was 4–9 dots/cell (score 2). Scale bar, 10 μm

### 3.8 LINC01534 expression is associated with poor prognosis of CRC patients

As suggested by the TCGA dataset we tried to clarify the significance of LINC01534 RNA expression in the OS of the CRC patients who underwent surgery at Osaka University and its related hospitals. One hundred eighty‐seven patients with CRC were divided into a LINC01534 high‐expression group (*n* = 94) and a low‐expression group (*n* = 93), based on the median LINC01534 value of 1.53 in tumor tissue (Figure 5A). As for the relationship between clinicopathologic characteristics and LINC01534 expression, high LINC01534 expression was significantly associated with Stage IV CRC (*p =* 0.025, Table 1). With regard to OS, patients with high LINC01534 expression had a significantly poorer prognosis than patients with low LINC01534 expression (*p =* 0.0088; Figure 5B). Univariate analysis showed that tumor depth, lymph node metastasis, lymphatic invasion, venous invasion, and LINC01534 expression were significant prognostic factors for OS (Table 2). Multivariate analysis revealed that LINC01534 expression was an independent prognostic factor for OS (*p =* 0.047) as well as for T4 tumors and the presence of lymphatic invasion (Table 2).

**FIGURE 5:**
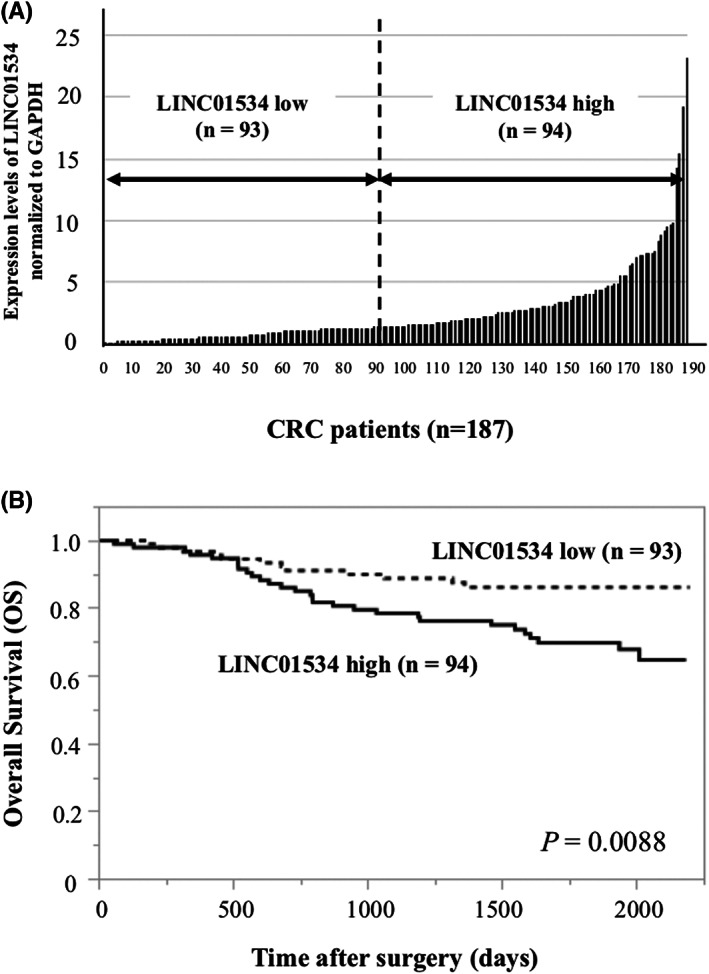
Association of LINC01534 expression with overall survival (OS) of CRC patients. (A) LINC01534 levels in 187 CRC tissue samples. LINC01534 expression in the CRC tissue sample was measured by qRT‐PCR and GAPDH RNA expression was used for normalization. The patients were divided into high‐ and low‐expression groups, based on the median LINC01534 value of 1.53. (B) Kaplan–Meier OS curves according to the LINC01534 level. The OS rate was significantly lower in the LINC01534 high‐expression group (*n* = 94) compared with the low‐expression group (*n* = 93; log‐rank test; *p =* 0.0088)

**TABLE 1:** LINC01534 expression and clinicopathological factors

Variables	LINC01534 expression		*p* value
	Low (*n* = 93)	High (*n* = 94)	
Sex (male/female)	54/39	53/41	0.817
Tumor location (right/left)	32/61	27/67	0.403
Tumor size, cm, median [range]	6.0 [1.5–8.2]	5.0 [1.6–10]	0.121
Tumor depth (pT0‐3/pT4)	49/44	44/50	0.421
Lymph node metastasis positive (yes/no)	44/49	53/41	0.215
^*^Histologic grade (muc or por or sig/tub1,2)	5/88	3/91	0.497
Lymphatic invasion positive (yes/no)	62/31	68/26	0.400
Venous invasion positive (yes/no)	54/39	64/30	0.156
pStage (I‐III/IV)	82/11	71/23	0.025^a^

^*^ muc, mucinous adenocarcinoma; por, poorly differentiated adenocarcinoma; sig, signet‐ring cell carcinoma; tub, tubular adenocarcinoma.

^a^ *p <* 0.05.

**TABLE 2:** Univariate and multivariate analyses for overall survival

Variables	Number	Univariate analysis		Multivariate analysis	
		Relative risk	*p* value	Relative risk	*p* value
Sex (male/female)	107/80	0.72	0.297		
Tumor location (right/left)	59/128	1.41	0.294		
Tumor depth (pT0‐3/pT4)	93/94	3.97	0.0003^a^	2.52	0.017^a^
Lymph node metastasis (yes/no)	97/90	3.18	0.002^a^	2.01	0.062
^*^Histologic grade (muc or por or sig/tub1, 2)	8/179	2.10	0.217		
Lymphatic invasion (yes/no)	130/57	6.02	0.003^a^	3.69	0.0034^a^
Venous invasion (yes/no)	118/69	3.76	0.003^a^	1.86	0.178
LINC01534 expression (high/low)	94/93	2.39	0.011^a^	1.99	0.047^a^

^*^ muc, mucinous adenocarcinoma; por, poorly differentiated adenocarcinoma; sig, signet‐ring cell carcinoma; tub, tubular adenocarcinoma.

^a^ *p* < 0.05.

## 4 DISCUSSION

In this study we found by lncRNA sequencing that LINC01534 was highly expressed in ODC degron transduced HCT116 cells. The TCGA dataset indicated that only the two lncRNAs, LINC01534 and HOTAIR, were significantly associated with shorter OS of CRC patients among the lncRNAs listed in Figure S1A. HOTAIR is known as an oncogenic lncRNA in various type of human cancer.^8^ However, the LINC01534 literature was limited solely to the inflammatory disease osteoarthritis^10^ and we are not aware of any reports on LINC01534 in human cancer.

In vitro analyses using CRC cell lines revealed that inhibition of LINC01534 induced apoptosis and suppressed cell proliferation, cell cycle progression, invasiveness, and cancer stemness. We also demonstrated that high LINC01534 expression was associated with stage IV CRC, the presence of metastasis, and poor OS in CRC patients. To our knowledge, this is the first study to explore a crucial role of LINC01534 in CRC.

We previously demonstrated that LPACs, including HCT116, have cancer stem‐like properties, such as high sphere formation ability, tumor growth, and drug resistance, by using the ZsGreen‐ODC degron system.^11^ Studies have shown that inhibition of proteasome activity led to activation of ER stress response, namely UPR.^26^, ^27^, ^28^ This appears reasonable because the misfolded proteins could accumulate in the cells under the low proteasome condition, which triggers on the UPR. Consistently, we found that LPACs in HCT116 displayed increased phosphorylation of translation initiation factor eIF2α as the indictor of UPR activation,^14^ under cultures supplemented either with a standard medium or a glutamine‐deprivation medium, as compared with non‐LPACs (Figure S6). We also confirmed that the phosphorylated eIF2α level increased when the proteasome inhibitor lactacystin was administered to the parental HCT116 cells (Figure S7).

As for the effect of LINC01534 inhibition in proteasome activity in LPACs of HCT116, no significant effect was noted (Figure S8A), but treatment with siLINC01534 still inhibited the expression of the CSC markers, DCLK1 and Bmi1 (Figure S8B). It is therefore supposed that upregulation of LINC01534 in LPACs might suppress further activation of ER stress response to maintain cancer stemness. In any case, LPAC is just a model for CSC with low proteasome activity. Thus, it would be better, irrespective of proteasome activity, to explore the role of LINC01534 in the parental HCT116 cells, which is known to retain cancer stem cell properties.^21^, ^22^, ^23^

We found that siRNA treatment for LINC01534 resulted in reduced sphere formation and decreased expression of a series of CSC markers in HCT116 cells. These findings suggest that LINC01534 plays an essential role in maintaining cancer stemness. This notion is further supported by the findings that siRNA treatment induced an epithelial differentiation marker CDX2 and enhanced the sensitivity of HCT116 cells to 5‐FU.

One of the major findings in this study is that LINC01534 appeared to suppress the ER stress response. ER stress is a condition in which unfolded or incorrect proteins accumulate in the ER due to various cellular stresses; for example, nutrient deprivation, hypoxia, oxidative stress, and anticancer drug treatment.^14^, ^16^, ^29^ Under normal physiological conditions, the chaperone protein HSPA5 binds to three ER stress sensors (ER‐spanning transmembrane proteins), such as PERK, activating transcription factor 6α (ATF6α), and inositol‐requiring enzyme 1α (IRE1α), which remain sensors in their monomeric inactive states.^14^, ^29^ Upon exposure to ER stress, HSPA5 is released from the sensors and binds to unfolded proteins, starting the UPR.^29^ Activated PERK then phosphorylates eIF2α, which restricts mRNA translation and thereby reduces the influx of nascent proteins into the ER.^14^, ^30^ Through this process, ER stress can be reduced and the cells can restore ER homeostasis through the UPR.^14^, ^15^, ^29^ A moderate level of UPR enhances cancer cell survival, angiogenesis, metastatic capacity, drug resistance, and immunosuppression,^4^, ^14^, ^31^ while excessive or prolonged activation of the UPR may lead to apoptotic cell death.^15^, ^29^, ^31^

Upon inhibition of LINC01534, the ER stress response via the PERK/eIF2α signaling pathway was activated in CRC cells. This activation by siLINC01534 treatment was more clearly demonstrated under glucose‐ and glutamine‐deprivation conditions, both of which induce potent ER stress. These findings suggest that LINC01534 likely plays a role in suppressing the ER stress response in CRC cells.

One may suppose that alteration of the two phenomena, cancer stemness and the ER stress response caused by LINC01534, may not be related to each other. However, the two aspects are tightly linked in CRC. Thus, it has been demonstrated that cancer stemness and the ER stress response are inversely regulated in CRC.^12^, ^13^ ER stress is reported to cause the loss of intestinal epithelial stemness through activation of a UPR.^12^ Moreover, activation of the UPR reportedly forces colon‐CSCs to differentiate, which augments their sensitivity to chemotherapy.^13^ These findings suggest that the UPR should be negatively regulated to maintain CSC properties. We also confirmed that thapsigargin, an inducer of UPR, indeed suppressed the expression of cancer stem markers and instead enhanced the expression of the differentiation marker CDX2. In this regard, we postulate that LINC01534 plays a central role in the maintenance of cancer stemness through suppression of the UPR.

Cell cycle analysis revealed that siRNA treatment against LINC01534 caused G2‐M arrest in CRC cells. Consistently, western blot analysis revealed decreased levels of G2‐M accelerators, inducing cdc25B, cdc25C, and cdc2. Studies have described ER stress‐mediated cell cycle arrest at G2‐M being regulated through the PERK/eIF2α signaling pathway in relation to modulation of a G2‐M acting cell cycle component, either cdc2 or cdc25C.^15^, ^16^, ^30^ Lee et al reported that ER stress and subsequent UPR induction led to arrest of cell cycle progression at the G2‐M phase via elF2α phosphorylation.^30^ It has also been shown that the polyphenol derivative butein induces the ER stress response by activating the PERK/eIF2α signaling pathway, while simultaneously inducing G2‐M arrest.^15^ Therefore, it is assumed that the G2‐M arrest caused by siLINC01534 treatment might be attributed to activation of the ER stress response.

Our data indicate that high expression of LINC01534 was associated with metastasis and poor prognosis of CRC patients. This could, in part, be attributed to its role in the maintenance of cancer stemness that we demonstrated. On the other hand, it remains controversial how the ER stress response influences tumor dissemination and metastasis.^31^, ^32^ ER stress in cancer cells was recently shown to modulate the tumor immune microenvironment.^31^ Notably, in a recent study Pommier et al demonstrated that unresolved ER stress enables disseminated pancreatic cancer cells to escape immunity and establish latent metastases.^32^ Thus, we postulate that LINC01534 preserves unsolved ER stress by suppressing UPR, and such unfolded proteins may protect disseminated CRC cells from T‐cell immunity, thus leading to distant metastasis. However, further investigations are needed to uncover the mechanisms connecting LINC01534 and immunity.

In conclusion, we demonstrated for the first time that LINC01534 is a novel prognostic factor in CRC. LINC01534 facilitates the proliferation and invasiveness of CRC cells and has a unique function in the maintenance of cancer stemness and coordinated suppression of the ER stress response. Targeting LINC01534 is a potential therapeutic option against CRC that may improve the outcome in CRC patients.

## AUTHOR CONTRIBUTIONS

MI, HT, MO, and HY provided conception and design of the study, and contributed to acquisition and analysis of data. NN, MM, YD, and HE provided conception and design of the study. CI, DO, YY, NM, MU, GAC, and ST contributed to acquisition and analysis of data. MI, NN, and HY wrote the article. All authors were engaged in interpretation of data, revising the article, approved the final version of article, and agreed in all aspects of the work. ST and HY performed ODC degron‐related experiments. CI and GAC provided TCGA data and performed survival analysis. HT, NM, MU, YD, and HE collected and provided clinical samples and data. DO worked in RNA sequencing and analysis.

## FUNDING INFORMATION

This study was partly supported by a research grant from JSPS KAKENHI (21 K08733) and Kagoshima Shinsangyo Sousei Investment Limited Partnership (its general partner is Kagoshima Development Co., Ltd).

## CONFLICT OF INTEREST

The authors have no conflict of interest to disclose. The author M.M. is Emeritus Editor‐in‐Chief of *Annals of Gastroenterological Surgery*. The authors S.T. and Y.D. were editorial members of *Annals of Gastroenterological Surgery*.

## ETHICS STATEMENT

Approval of the Research Protocol: This study protocol was approved by the Institutional Review Board of Osaka University Hospital (No. 15144). Informed Consent: Informed consent was obtained from all patients before surgery. Registry and the Registration: This research was not preregistered in an independent, institutional registry (N/A). Animal Studies: This research had no animal studies (N/A).

REFERENCES1

Bray
F
, 
Ferlay
J
, 
Soerjomataram
I
, 
Siegel
RL
, 
Torre
LA
, 
Jemal
A
. Global cancer statistics 2018: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J Clin. 2018;68(6):394–424.3020759310.3322/caac.214922

Colvin
H
, 
Mizushima
T
, 
Eguchi
H
, 
Takiguchi
S
, 
Doki
Y
, 
Mori
M
. Gastroenterological surgery in Japan: the past, the present and the future. Ann Gastroenterol Surg. 2017;1(1):5–10.2986312910.1002/ags3.12008PMC58812963

Brenner
H
, 
Kloor
M
, 
Pox
CP
. Colorectal cancer. Lancet. 2014;383(9927):1490–502.2422500110.1016/S0140-6736(13)61649-94

Tang
GH
, 
Chen
X
, 
Ding
JC
, 
Du
J
, 
Lin
XT
, 
Xia
L
, et al. LncRNA LUCRC regulates colorectal cancer cell growth and tumorigenesis by targeting endoplasmic reticulum stress response. Front Genet. 2020;10:1409.3208236510.3389/fgene.2019.01409PMC70052515

Kopp
F
, 
Mendell
JT
. Functional classification and experimental dissection of long noncoding RNAs. Cell. 2018;172(3):393–407.2937382810.1016/j.cell.2018.01.011PMC59787446

Guttman
M
, 
Rinn
JL
. Modular regulatory principles of large non‐coding RNAs. Nature. 2012;482(7385):339–46.2233705310.1038/nature10887PMC41970037

Hon
CC
, 
Ramilowski
JA
, 
Harshbarger
J
, 
Bertin
N
, 
Rackham
OJL
, 
Gough
J
, et al. An atlas of human long non‐coding RNAs with accurate 5′ ends. Nature. 2017;543(7644):199–204.2824113510.1038/nature21374PMC68571828

Gupta
RA
, 
Shah
N
, 
Wang
KC
, 
Kim
J
, 
Horlings
HM
, 
Wong
DJ
, et al. Long non‐coding RNA HOTAIR reprograms chromatin state to promote cancer metastasis. Nature. 2010;464(7291):1071–6.2039356610.1038/nature08975PMC30499199

Raveh
E
, 
Matouk
IJ
, 
Gilon
M
, 
Hochberg
A
. The H19 long non‐coding RNA in cancer initiation, progression and metastasis ‐ a proposed unifying theory. Mol Cancer. 2015;14:184.2653686410.1186/s12943-015-0458-2PMC463268810

Wei
W
, 
He
S
, 
Wang
Z
, 
Dong
J
, 
Xiang
D
, 
Li
Y
, et al. LINC01534 promotes the aberrant metabolic dysfunction and inflammation in IL‐1β‐simulated osteoarthritic chondrocytes by targeting miR‐140‐5p. Cartilage. 2021;13:898 S–907 S.10.1177/1947603519888787PMC88047873173507711

Munakata
K
, 
Uemura
M
, 
Tanaka
S
, 
Kawai
K
, 
Kitahara
T
, 
Miyo
M
, et al. Cancer stem‐like properties in colorectal cancer cells with low proteasome activity. Clin Cancer Res. 2016;22(21):5277–86.2716639510.1158/1078-0432.CCR-15-194512

Heijmans
J
, 
van Lidth de Jeude
JF
, 
Koo
BK
, 
Rosekrans
SL
, 
Wielenga
MC
, 
van de Wetering
M
, et al. ER stress causes rapid loss of intestinal epithelial stemness through activation of the unfolded protein response. Cell Rep. 2013;3(4):1128–39.2354549610.1016/j.celrep.2013.02.03113

Wielenga
MCB
, 
Colak
S
, 
Heijmans
J
, 
van Lidth de Jeude
JF
, 
Rodermond
HM
, 
Paton
JC
, et al. ER‐stress‐induced differentiation sensitizes colon cancer stem cells to chemotherapy. Cell Rep. 2015;13(3):489–94.2645682410.1016/j.celrep.2015.09.01614

Cubillos‐Ruiz
JR
, 
Bettigole
SE
, 
Glimcher
LH
. Tumorigenic and immunosuppressive effects of endoplasmic reticulum stress in cancer. Cell. 2017;168(4):692–706.2818728910.1016/j.cell.2016.12.004PMC533375915

Di
S
, 
Fan
C
, 
Ma
Z
, 
Li
M
, 
Guo
K
, 
Han
D
, et al. PERK/eIF‐2α/CHOP pathway dependent ROS generation mediates Butein‐induced non‐small‐cell lung cancer apoptosis and G2/M phase arrest. Int J Biol Sci. 2019;15(8):1637–53.3136010710.7150/ijbs.33790PMC664321516

Xia
D
, 
Ji
W
, 
Xu
C
, 
Lin
X
, 
Wang
X
, 
Xia
Y
, et al. Knockout of MARCH2 inhibits the growth of HCT116 colon cancer cells by inducing endoplasmic reticulum stress. Cell Death Dis. 2017;8(7):e2957.2874946610.1038/cddis.2017.347PMC558461517

Adikrisna
R
, 
Tanaka
S
, 
Muramatsu
S
, 
Aihara
A
, 
Ban
D
, 
Ochiai
T
, et al. Identification of pancreatic cancer stem cells and selective toxicity of chemotherapeutic agents. Gastroenterology. 2012;143(1):234–45.2251020210.1053/j.gastro.2012.03.05418

Makino
S
, 
Takahashi
H
, 
Okuzaki
D
, 
Miyoshi
N
, 
Haraguchi
N
, 
Hata
T
, et al. DCLK1 integrates induction of TRIB3, EMT, drug resistance and poor prognosis in colorectal cancer. Carcinogenesis. 2020;41(3):303–12.3156274110.1093/carcin/bgz15719

Sugimura
K
, 
Fujiwara
Y
, 
Omori
T
, 
Motoori
M
, 
Miyoshi
N
, 
Akita
H
, et al. Clinical importance of a transcription reverse‐transcription concerted (TRC) diagnosis using peritoneal lavage fluids obtained pre‐ and post‐lymphadenectomy from gastric cancer patients. Surg Today. 2016;46(6):654–60.2627248610.1007/s00595-015-1235-y20

Yukimoto
R
, 
Nishida
N
, 
Hata
T
, 
Fujino
S
, 
Ogino
T
, 
Miyoshi
N
, et al. Specific activation of glycolytic enzyme enolase 2 in BRAF V600E‐mutated colorectal cancer. Cancer Sci. 2021;112(7):2884–94.3393442810.1111/cas.14929PMC825329021

Sadanandam
A
, 
Lyssiotis
CA
, 
Homicsko
K
, 
Collisson
EA
, 
Gibb
WJ
, 
Wullschleger
S
, et al. A colorectal cancer classification system that associates cellular phenotype and responses to therapy. Nat Med. 2013;19(5):619–25.2358408910.1038/nm.3175PMC377460722

Yeung
TM
, 
Gandhi
SC
, 
Wilding
JL
, 
Muschel
R
, 
Bodmer
WF
. Cancer stem cells from colorectal cancer‐derived cell lines. Proc Natl Acad Sci U S A. 2010;107(8):3722–7.2013359110.1073/pnas.0915135107PMC284041623

Chen
KL
, 
Pan
F
, 
Jiang
H
, 
Chen
JF
, 
Pei
L
, 
Xie
FW
, et al. Highly enriched CD133(+)CD44(+) stem‐like cells with CD133(+)CD44(high) metastatic subset in HCT116 colon cancer cells. Clin Exp Metastasis. 2011;28(8):751–63.2175090710.1007/s10585-011-9407-724

Das
U
, 
Alcorn
J
, 
Shrivastav
A
, 
Sharma
RK
, 
Clercq
ED
, 
Balzarini
J
, et al. Design, synthesis and cytotoxic properties of novel 1‐[4‐(2‐alkylaminoethoxy)phenylcarbonyl]‐3,5‐bis(arylidene)‐4‐piperidones and related compounds. Eur J Med Chem. 2007;42(1):71–80.1699665710.1016/j.ejmech.2006.08.00225

Kraljević
TG
, 
Kristafor
S
, 
Suman
L
, 
Kralj
M
, 
Ametamey
SM
, 
Cetina
M
, et al. Synthesis, X‐ray crystal structure study and antitumoral evaluations of 5,6‐disubstituted pyrimidine derivatives. Bioorg Med Chem. 2010;18(7):2704–12.2021156410.1016/j.bmc.2010.02.02326

Obeng
EA
, 
Carlson
LM
, 
Gutman
DM
, 
Harrington
WJ
Jr
, 
Lee
KP
, 
Boise
LH
. Proteasome inhibitors induce a terminal unfolded protein response in multiple myeloma cells. Blood. 2006;107(12):4907–16.1650777110.1182/blood-2005-08-3531PMC189581727

Ri
M
. Endoplasmic‐reticulum stress pathway‐associated mechanisms of action of proteasome inhibitors in multiple myeloma. Int J Hematol. 2016;104(3):273–80.2716961410.1007/s12185-016-2016-028

Oakes
SA
. Endoplasmic reticulum stress signaling in cancer cells. Am J Pathol. 2020;190(5):934–46.3211271910.1016/j.ajpath.2020.01.010PMC723782929

Hetz
C
, 
Papa
FR
. The unfolded protein response and cell fate control. Mol Cell. 2018;69(2):169–81.2910753610.1016/j.molcel.2017.06.01730

Lee
D
, 
Hokinson
D
, 
Park
S
, 
Elvira
R
, 
Kusuma
F
, 
Lee
JM
, et al. ER stress induces cell cycle arrest at the G2/M phase through eIF2α phosphorylation and GADD45α. Int J Mol Sci. 2019;20(24):6309.3184723410.3390/ijms20246309PMC694079331

Chen
X
, 
Cubillos‐Ruiz
JR
. Endoplasmic reticulum stress signals in the tumour and its microenvironment. Nat Rev Cancer. 2021;21(2):71–88.3321469210.1038/s41568-020-00312-2PMC792788232

Pommier
A
, 
Anaparthy
N
, 
Memos
N
, 
Kelley
ZL
, 
Gouronnec
A
, 
Yan
R
, et al. Unresolved endoplasmic reticulum stress engenders immune‐resistant, latent pancreatic cancer metastases. Science. 2018;360(6394):e4908.10.1126/science.aao4908PMC654738029773669

## Supporting information

Figure S1
Click here for additional data file.

Figure S2
Click here for additional data file.

Figure S3
Click here for additional data file.

Figure S4
Click here for additional data file.

Figure S5
Click here for additional data file.

Figure S6
Click here for additional data file.

Figure S7
Click here for additional data file.

Figure S8
Click here for additional data file.

Table S1
Click here for additional data file.

Table S2
Click here for additional data file.

## Data Availability

Access to raw data concerning this study was submitted under Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179624 , enter ilktygmgdpglxex into the box). For the survival analysis of lncRNA expression is listed in Figure S1B, The Cancer Genome Atlas Program (TCGA) database was used (https://www.cancer.gov/about‐nci/organization/ccg/research/structural‐genomics/tcga/using‐tcga).

# Supplementary material for: Long noncoding RNA 01534 maintains cancer stemness by downregulating endoplasmic reticulum stress response in colorectal cancer
**Source:** Ann Gastroenterol Surg. 2022 Dec 29;7(3):458–70. doi: 10.1002/ags3.12649
**Supplement:** Supplementary file 1 — Figure S1

# Supplemental figure 1

A

| LncRNA         | P value | Fold change | High proteasome activity cells |   |   | Low proteasome activity cells |   |   |
|----------------|---------|-------------|--------------------------------|---|---|-------------------------------|---|---|
|                |         |             | 1                              | 2 | 3 | 1                             | 2 | 3 |
| ARMCX3-AS1     | 21.934  | 0.020       |                                |   |   |                               |   |   |
| RP11-396F22.1  | 16.301  | 0.035       |                                |   |   |                               |   |   |
| HOTAIR         | 15.999  | 0.046       |                                |   |   |                               |   |   |
| OXCT1-AS1      | 7.025   | 0.040       |                                |   |   |                               |   |   |
| CH507-513H4.5  | 6.805   | 0.042       |                                |   |   |                               |   |   |
| AC004019.13    | 6.058   | 0.044       |                                |   |   |                               |   |   |
| RP11-482H16.1  | 5.216   | 0.009       |                                |   |   |                               |   |   |
| CTD-2033D15.2  | 4.791   | 0.000       |                                |   |   |                               |   |   |
| RP11-234O6.2   | 4.184   | 0.015       |                                |   |   |                               |   |   |
| RP11-91I20.4   | 4.111   | 0.003       |                                |   |   |                               |   |   |
| RP11-298I3.4   | 4.042   | 0.019       |                                |   |   |                               |   |   |
| CTD-2265O21.7  | 3.877   | 0.042       |                                |   |   |                               |   |   |
| ENTPD3-AS1     | 3.792   | 0.048       |                                |   |   |                               |   |   |
| AC016999.2     | 3.778   | 0.043       |                                |   |   |                               |   |   |
| RP11-452H21.4  | 3.269   | 0.034       |                                |   |   |                               |   |   |
| RP11-1379J22.2 | 3.179   | 0.004       |                                |   |   |                               |   |   |
| RP1-224A6.9    | 3.019   | 0.011       |                                |   |   |                               |   |   |
| RP11-61F12.1   | 2.786   | 0.007       |                                |   |   |                               |   |   |
| LINC01534      | 2.767   | 0.019       |                                |   |   |                               |   |   |
| CTD-2619J13.8  | 2.669   | 0.023       |                                |   |   |                               |   |   |
| RDH10-AS1      | 2.651   | 0.019       |                                |   |   |                               |   |   |
| POT1-AS1       | 2.489   | 0.019       |                                |   |   |                               |   |   |
| -              | 2.476   | 0.049       |                                |   |   |                               |   |   |
| RP11-844P9.5   | 2.437   | 0.006       |                                |   |   |                               |   |   |
| CTD-2649C14.2  | 2.432   | 0.044       |                                |   |   |                               |   |   |
| RP11-119F7.5   | 2.401   | 0.017       |                                |   |   |                               |   |   |
| AC133644.2     | 2.305   | 0.005       |                                |   |   |                               |   |   |
| PRKG1-AS1      | 2.294   | 0.022       |                                |   |   |                               |   |   |
| AC005104.3     | 2.293   | 0.038       |                                |   |   |                               |   |   |
| SCARNA15       | 2.234   | 0.000       |                                |   |   |                               |   |   |
| CTD-2538C1.2   | 2.162   | 0.013       |                                |   |   |                               |   |   |
| RP11-620J15.3  | 2.080   | 0.004       |                                |   |   |                               |   |   |
| RP11-264B17.2  | 2.017   | 0.019       |                                |   |   |                               |   |   |
| RP11-351C21.2  | 2.005   | 0.029       |                                |   |   |                               |   |   |

B

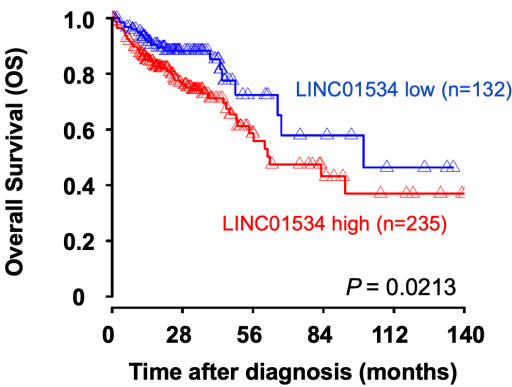

## Supplemental figure 1.

- A. Comprehensive transcriptome analysis by lncRNA sequencing comparing low proteasome activity cells (LPACs) and non-LPACs in HCT116 cells. 

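Low proteasome activity cells are the cells sorted for a weak proteasome, which the paper describes as having cancer stem-like properties. The table of this figure lists lncRNAs with a fold change and a P value each. In the extracted text, the values under the heading P value exceed 1 and those under Fold change do not, so that these headings appear to be exchanged. The libraries of the sorted cells were not analysed here.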

Cells in each group were collected in triplicates and differential expression of lncRNAs were analyzed. Because LPACs tended to return non-LPACs, they were collected in Trizol solution just after sorting by the Cell Sorter SH800Z. Thirty-four lncRNAs were up-regulated at >2.0 folds in LAPCs as compared with non-LPACs.
- B. TCGA dataset indicated that high expression of LINC01534 was significantly associated with shorter overall survival. The high LINC01534 expression group showed significantly lower overall survival than the low expression group (cut-off = 0.36; log-rank test;  $P = 0.0213$ ).

How the deposited data were processed for this re-analysis (not part of the article)

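RNA-seq libraries of HCT116 cells, 2 each of parent cells, cells given siLINC01534-1 and cells given siLINC01534-2, were analysed. The authors extracted RNA, prepared strand-specific libraries from poly(A) RNA, sequenced 75-nt reads, mapped them to hg19 with TopHat and Bowtie2, and deposited the FPKM that Cuffnorm gave for each of 26255 gene symbols in each library. The annotation behind the gene symbols is not named in the paper's text. FPKM are read numbers divided by transcript length and library size, so genes shorter than a fragment can receive very large values from 1 read. Groups and replicate numbers were taken from the labels of the libraries. The paper's methods give 3 cultures per group and the labels 2. The RNA extraction kit in the labels also differs from that in the methods. No library was left out. LINC01534 was not lower in the libraries labelled siLINC01534-2 than in parent, so the groups are named by their labels. The reads behind this, 4 against 3, are too few to size a change.

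From the deposited FPKM, log2(FPKM + 1) was computed and genes with a mean FPKM of at least 1 over the 6 libraries were tested, 12203 in all. limma 3.58.1 in R 4.3.3 was used (lmFit, contrasts.fit and eBayes with a trend), with 1 mean per group, a spread shared by the groups and Benjamini-Hochberg adjustment with a threshold of 0.05, two-sided. The contrasts were the mean of both siRNAs against parent, each siRNA against parent, and siRNA against siRNA. The fit was without a replicate block; the pairing examined beside it comes from the replicate numbers in the labels. Fold values of single genes are ratios of arithmetic means of FPKM without a pseudocount. Gene lists were tested with camera in limma, with its default inter-gene correlation, over 9 lists, and with fgsea 1.28.0 as an alternative. Each list's median was set against 10000 random lists matched on mean expression. In data simulated for the 12203 genes with 200 genes changed by 1 on the log2 scale, 172 changed genes were recovered and 9 unchanged genes were called. The simulation had independent noise and the same change with both siRNAs. In the data, 4541 genes changed, with a median absolute log2 fold change of 0.30, so these rates do not carry over to them.

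The genes named are those the paper names, and the 5 largest increases and 5 largest decreases with both siRNAs among genes past the threshold whose 4 siLINC01534 libraries all lie on the same side of both parent libraries. That rule, the gene lists, the tests and most alternatives were set before the data were examined. The alternatives without short RNA genes, with a correction for GC content (a loess fit of each library on the GC content of the longest transcript, available for 97.8% of the tested genes) and the genes outside short RNA genes were chosen after the values were seen.

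The files carry no read counts. The depth was estimated from the steps between low values, which are worth 1 read, and from 285 genes with 1 annotated transcript, with 200 nt taken off the transcript length. The quartiles of the estimate for the first parent library were 9580000 and 10200000 reads. The siRNA sequences were matched to GRCh37 and its GENCODE annotation. Matches of positions 2 to 8 of each strand were sought in the 3′ UTR of the longest coding transcript of 11071 tested genes. The mean log2 change of genes with a match was compared with that of other 7-mers with the same number of G and C and a similar number of genes, after removal of the trend with 3′ UTR length and GC content. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were used for these steps.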

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

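The tests of GC content, of the polyadenylation signal, of the sense strands, of the reads behind short genes, of the gene lists without seed matches and of complementarity were chosen after the results were seen. In all comparisons with parent, the siLINC01534 cells had been transfected and the parent cells are not described as transfected, so that transfection itself cannot be told apart from loss of LINC01534. Groups are named by their labels, since LINC01534 was not lower in the libraries labelled siLINC01534-2, with 4 reads against 3 in parent. So few reads cannot size a change.

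The siRNAs differed from each other in many results. The difference itself was tested with limma (siLINC01534-1 minus siLINC01534-2). The log2 difference was 0.58 for ATF4, -0.71 for CDK1, 0.20 for GAPDH, 0.62 for HMOX1, 10.2 for MIR196B, 0.25 for UPP1, -1.62 for PRR11, 1.77 for TSR3 and 0.79 for BTG3. UPP1, PRR11, TSR3 and BTG3 were named after their values were seen. MIR196B had 3 reads or fewer in every library. Among the gene lists, the median difference was -0.46 for cholesterol synthesis, -0.23 for cytosolic heat shock, -0.50 for mitosis, 0.12 for p53 targets, 0.13 for the PERK/ATF4 list and 0.065 for all ER stress lists together.

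A candidate explanation for part of these differences is binding of an siRNA's seed to other transcripts. Genes whose 3′ UTR matches positions 2 to 8 of the antisense strand of siLINC01534-1 differed from other genes by a mean of -0.23 on the log2 scale in its own libraries, lower than for any of the 275 7-mers compared with it, and by 0.00017 with siLINC01534-2. There were 2978 such genes, 26.9% of the tested genes with a 3′ UTR, and they made up 42.4% of the genes lower with siLINC01534-1 and 25.1% of those lower with siLINC01534-2. For the antisense seed of siLINC01534-2 the difference in its own libraries was -0.0054. Of the sense strands, that of siLINC01534-1 gave -0.12 over 196 genes in its own libraries, lower than for any of the 670 7-mers compared, and -0.0096 in those of siLINC01534-2. That of siLINC01534-2 gave -0.044 over 343 genes in its own libraries, where 1.56% of 320 7-mers were lower, and 0.029 in those of siLINC01534-1. A smaller seed effect of siLINC01534-2 may thus be present as well. The seed match of siLINC01534-1, GAATAAA, contains the polyadenylation signal. Genes with one of the other 3 7-mers ending in AATAAA and no seed match differed by -0.018 at the lowest with siLINC01534-1, so the signal alone does not give the fall. The match is a correlate across genes and was found in the same libraries, and the seed effect remains a hypothesis.

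The seed does not cover all differences between the siRNAs. Mitosis genes without the match still differed by a median of -0.45, and cholesterol synthesis genes without it by -0.39. Indirect effects of seed targets on these lists were not tested. Single genes did not always follow it either. BTG3 holds the seed match of siLINC01534-1, yet its log2 fold change was -0.81 with siLINC01534-1 and -1.59 with siLINC01534-2. CDK1 holds that of siLINC01534-2, yet it was -0.28 with siLINC01534-2 and -0.99 with siLINC01534-1. PRR11 holds the seed match of siLINC01534-1 and did follow it, at -2.16 with siLINC01534-1 and -0.54 with siLINC01534-2. Longer complementarity was examined apart from the seed, by the longest uninterrupted match. Only 54.8% of tested genes had a shorter match than PRR11, on the strand where it ranked higher. For TSR3 and siLINC01534-2 that share was 25.8%, so that neither stood out by complementarity. Both genes were examined because they differed, over their longest annotated transcript alone. No biological explanation for the difference between the siRNAs was tested.

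Several lists outside the ER stress response also changed for the mean of both siRNAs against parent. The paper's text does not name them for its RNA sequencing, and Figure S5A was not used here. The paper reports G2-M arrest from other assays, which concerns the first of them. The median log2 fold change was -0.56 for mitosis, 0.46 for p53 targets, -0.25 for cholesterol synthesis and -0.39 for cytosolic heat shock. The cholesterol synthesis list did not fall with siLINC01534-2. The rise of the ER stress lists was weighed against other explanations. The interferon list as a whole did not rise with siLINC01534-1 (camera adjusted p = 0.56). With siLINC01534-2 the list rose past the threshold (median 0.13, camera adjusted p = 0.035), though the siRNAs did not differ in it by camera (adjusted p = 0.67). Of its 18 genes tested, IFIT2, IFIH1, IFIT3 and OASL were higher with each siRNA and past the threshold for the mean of both. OAS3 and USP18 were lower past the threshold for the mean, but not lower with siLINC01534-2. These 6 genes were named after their values were seen. The genes of the list without the seed match of siLINC01534-1 had a median of 0.187 with siLINC01534-1 and 0.143 with siLINC01534-2, so that the list's result with siLINC01534-1 does not exclude an interferon response to both siRNAs. The 9 genes of the list under the filter, which had at most 1.12 FPKM in any library, were not in that test. The cytosolic heat shock list, which also holds the mitochondrial chaperone genes HSPD1 and HSPE1, fell, at -0.39. All 12 of its genes were lower with each siRNA. The ER stress lists together rose with siLINC01534-2 too, at 0.45. After the GC correction the median of the ER stress lists was 0.453 and that of the mitosis list -0.554. The correction was fitted to these libraries and moved no tested gene's log2 fold change by more than 0.0768. These values argue against a trend with GC content as the source of either median. Other responses of the cells to transfection were not tested, and these libraries leave transfection open as an explanation. The paper does report western blots against the negative control siRNA, with more PERK, ATF4 and phosphorylated eIF2α after LINC01534 silencing. Those blots measured protein, and no RNA values with that control were analysed here. A hypothesis that fits the design is that the siRNAs raise ER stress genes, but whether through LINC01534 cannot be told from these libraries.

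The largest changes by the naming rule were mostly in short RNA genes. The log2 fold change with both siRNAs was 4.17 for SNORA17, 4.07 for MIR3648-2, 3.13 for CXCL8, 2.53 for HMOX1 and 2.39 for SNORA53, and it was -11.6 for SNORD99, -8.43 for MIR4640, -8.07 for MIR647, -7.45 for SNORD88A and -5.81 for MIR196B. Tested as few reads on short genes, 7 of these 10 genes had 3 or fewer reads in their highest library. MIR4640 and SNORD88A each had 1 read in each parent library and 0 in the others, and limma still gave them adjusted p-values of 1.6e-07 and 3.0e-07, because equal low values leave almost no spread. CXCL8 and HMOX1 are not of this kind: the FPKM of CXCL8 was 1.12 and 1.39 in parent and from 17.1 to 21.9 in the siLINC01534 libraries, and that of HMOX1 was 19.7 and 21.0 in parent and from 92.7 to 157.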

How the results depend on the processing

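The counts of changed genes stayed within 1.5 times their value under another pseudocount, filters, scaling, an untrended fit, the replicate block, the GC correction and the removal of short RNA genes, with 1 exception. With both siRNAs against parent, the count was 361 when the 4 siLINC01534 libraries were 1 group, in place of 4541. That fit counts the difference between the siRNAs, past the threshold in 5096 genes, as error. No scaling moved the share of higher calls by more than 10 percentage points; in the 1-group fit it was 72.3% against 45.9%. Same-numbered libraries did not deviate together clearly, with a mean correlation of 0.032 over the pairings, and the block gave 3892 genes.

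The count past 2-fold depended on low genes. It was 339 with the filter, 3394 without it, 213 with a mean FPKM of at least 5, 170 when each siRNA had to pass 2-fold, and 196 without short RNA genes, an alternative chosen after the data were seen. It ranged from 301 to 394 across the 6 counts that each left out one library.

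The folds of HSPA5, EIF2AK3, ATF4 and DDIT3 kept their direction and their side of the threshold in every alternative with a test. With each library left out in turn, which leaves 1 library in a group and no test, the ATF4 fold ranged from 1.27 to 1.45, more than the spread between replicates, as it averages 1.63 with siLINC01534-1 and 1.09 with siLINC01534-2. The log2 fold change of ERN1 was -0.058 with siLINC01534-1 alone, the opposite sign, and not past the threshold in either. That of ATF6 was 0.16 with siLINC01534-2 alone, no longer past the threshold. The cause was not tested.

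Of the gene lists, the ER stress, mitosis, p53 and cytosolic heat shock lists kept their direction and stayed past the threshold in each alternative that gave a test. These included the fit with the 4 siLINC01534 libraries as 1 group, chosen after the data were seen. The fits that left out a library gave no test. The cholesterol synthesis list had a median of 0.025 with siLINC01534-2 alone, the opposite sign, and the interferon list 0.13, now past the threshold. Seed matches did not account for all of the difference between the siRNAs in the cholesterol synthesis list, which was -0.39 without the genes that hold the match of siLINC01534-1. The interferon genes without that match had a median of 0.187 with siLINC01534-1 and 0.143 with siLINC01534-2, looked at after the values were seen and without a test. Other causes were not tested. Leaving out one library in turn moved the medians of 4 lists by more than the spread between replicates: from -0.27 to -0.22 for cholesterol synthesis, from 0.33 to 0.38 for IRE1/XBP1, from 0.78 to 0.84 for PERK/ATF4, and from 0.44 to 0.47 for all ER stress lists together. Depth limits LINC01534 and other genes with few reads.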

Other observations

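The tests of LINC01534 were chosen after the result was seen. LINC01534 was not lower with siLINC01534-2, with 4 reads over the 2 libraries, against 3 in parent and 1 with siLINC01534-1. With too few reads to show a knockdown, an exact two-sided binomial test gave p = 0.625 for siLINC01534-1 against parent, where 4 reads cannot give a p below 0.125, and p = 1 for siLINC01534-2 against parent. The first test could not have passed 0.05. The paper gives a reduction by more than 85% with each siRNA, by qRT-PCR against the negative control siRNA. If LINC01534 were 85% lower than in parent, as many reads as in the libraries labelled siLINC01534-2 would have an exact one-sided binomial p of 0.0062, against 0.41 for siLINC01534-1. As many reads by chance would thus be rare at that reduction for siLINC01534-2, while for siLINC01534-1 the reads leave it open. The test compares these libraries, not the conditions. It takes the recovered reads as whole, independent reads of LINC01534, and parent in place of the negative control siRNA. The seed matches go against an exchange of the siLINC01534-1 libraries with the siLINC01534-2 libraries, since genes with the antisense seed match of siLINC01534-1 differed by -0.23 in its own libraries and by 0.00017 in those of siLINC01534-2. In the libraries labelled siLINC01534-2, the seeds of the negative control siRNA gave -0.0073 (antisense) and 0.0048 (sense). Those of siLINC01534-2 gave -0.0054 (antisense) and -0.044 (sense). Only the sense seed stood apart, so these values do not decide whether those libraries are of the negative control siRNA. Other mislabelling was not tested.

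The paper's statements on stem cell markers and cell cycle proteins rest on other assays with the negative control siRNA. In these libraries, against parent, the log2 fold change with both siRNAs was 0.04 for PROM1 (adjusted p = 0.59), -0.34 for BMI1 (adjusted p = 0.24), 0.07 for CD44 (adjusted p = 0.086) and 0.21 for CDX2 (adjusted p = 0.18). None passed the threshold in the fit without a replicate block. For CD44, 4 of 4 siLINC01534 libraries were above both parent libraries. The marker in the paper's qRT-PCR was the variant CD44v9. The FPKM here is for the whole CD44 gene, so it does not test that variant. The FPKM of CDX2 was 7.83 and 6.89 in parent, 9.06 and 7.56 with siLINC01534-1, and 9.89 and 8.20 with siLINC01534-2. Replicate 1 of CDX2 was thus the higher in each group, and the fit with the replicate block was not examined for these markers. DCLK1 was below the filter at 0.282 and 0.207 FPKM in parent, 0.544 and 0.405 with siLINC01534-1, and 0.304 and 0.197 with siLINC01534-2, and LGR5 had 1 read or 0 in every library. CDC25B fell by 0.18 (adjusted p = 0.010), CDC25C by 0.43 (adjusted p = 0.0066) and CDK1 by 0.64 (adjusted p = 0.0029), each lower than both parent libraries in 4 of 4 siLINC01534 libraries. With siLINC01534-2 alone, CDK1 fell by 0.28 and was not past the threshold (adjusted p = 0.078), against 0.99 with siLINC01534-1. EIF2S1 fell by 0.15 (adjusted p = 0.042), and with siLINC01534-2 alone it was not past the threshold (adjusted p = 0.23). ZNF567, the neighbour of LINC01534 on the other strand, did not pass the threshold at 0.22 (adjusted p = 0.15). In 4 of 4 siLINC01534 libraries it was above both parent libraries.

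Across genes, the log2 fold changes of the siRNAs had a correlation of 0.49, but they share the parent libraries. With a different parent library for each siRNA it was 0.158 and 0.185 in the 2 assignments, and 0.439 and 0.445 over the 6699 genes with a mean FPKM of at least 10 outside short RNA genes. Genes are not independent replicates. Of the 33 lncRNAs listed by name in Figure S1A, 8 are listed in the files by that name and 1 had a mean FPKM of at least 1.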
